# Bacterial peptidoglycan levels have brain area, time of day, and sleep loss-induced fluctuations

**DOI:** 10.3389/fnins.2025.1608302

**Published:** 2025-07-16

**Authors:** Erika L. English, James M. Krueger

**Keywords:** sleep, peptidoglycan, muramyl peptide, cytokine, peptidoglycan recognition protein, holobiont

## Abstract

Sleep-inducing bacterial cell wall components isolated from brain and urine of sleep deprived animals were identified as peptidoglycan (PG) and muropeptides in the 1980s. Following host detection of PG/muropeptides, downstream signaling mechanisms include release of effector molecules, e.g., cytokines involved in sleep regulation. Understanding of physiological brain PG changes has remained limited, in part due to the historic difficulties of PG quantitation. Herein, we report murine brain PG levels in multiple brain areas within the context of animals’ rest-wake cycles and after sleep loss. Significant time-of-day changes in brain PG levels occurred in all brain areas; lowest levels occurred during the transition from rest to wake periods, at zeitgeber time 12 (ZT12). Highest levels of PG were in brainstem while olfactory bulb, hypothalamic, and cortical PG levels were lower. After 3 h of sleep disruption, PG levels increased in the somatosensory cortex, but decreased in brainstem, and hypothalamus. After 6 h of sleep disruption, PG increased in the brainstem and olfactory bulb compared to control levels. Further, RNA-seq analyses of somatosensory cortical tissue was used to assess sleep loss-dependent changes in genes previously linked to PG. Multiple PG-related genes had altered expression with sleep loss including PG binding and signaling molecules, e.g., Pglyrp1 and Nfil3. In summary, brain PG levels were dependent on time of day, brain area, and sleep history. Further, sleep loss altered brain gene expression for PG-linked genes. Collectively, these data are consistent with the hypothesis that microbe-host symbiotic interactions are involved in murine sleep regulatory mechanisms.

## Introduction

In 1982, somnogenic muramyl peptides (MPs), components of bacterial cell wall peptidoglycan (PG), were posited to be involved in sleep regulation (Krueger et al., 1982a). Subsequently, sleep and microbes were linked in many ways (Besedovsky et al., 2019; Imeri and Opp, 2009), e.g., sleep loss results in bacteremia (Everson and Toth, 2000), and bacterial infections profoundly alter sleep (Toth and Krueger, 1988). Host sleep patterns affect the composition and function of the gut microbiome (Voigt et al., 2016; Benedict et al., 2016; Poroyko et al., 2016; Bowers et al., 2020; Withrow et al., 2021) and gut dysbiosis occurs with sleep loss and sleep pathologies (Wang et al., 2022; Poroyko et al., 2016). Recently, PGs have gained attention as having important roles in brain and additional behaviors, e.g., anxiety-like behavior (Arentsen et al., 2018), brain development (Arentsen et al., 2017), thermoregulation (Gabanyi et al., 2022), and feeding (Gabanyi et al., 2022), yet a mechanistic understanding of microbe-host dynamics and characterization of the molecules involved requires assessment of brain area changes in PG associated with physiological variation. Both sleep and gut microbiome dynamics display circadian fluctuations (Voigt et al., 2016; Heddes et al., 2022; Yan et al., 2021), however, until recently, a role for microbes in physiological sleep regulation seemed unlikely. This is despite extensive characterization of PG and the structural requirements of its smaller MP building blocks as sleep promoting compounds (Krueger et al., 1982b; Krueger et al., 1984). Thus, heretofore whether spontaneous changes in brain PG levels occurred with sleep physiology remained unknown. Furthermore, although the brain expression of a PG binding protein, now called Pglyrp1, increases during rat (Rehman et al., 2001) and mouse (Oles et al., 2020) sleep loss, little is known of other PG-linked mRNA species changes after sleep loss; herein several cortical changes are described.

## Materials and methods

### Mice

All animal procedures, approved by the Washington State University Animal Care and Use Committee, conformed to National Institutes of Health guidelines. Male, C57/BL6J mice (strain #: 000664) obtained from Jackson Laboratories, Bar Harbor, Maine, were acclimated to our facility prior to experimentation. Mice were maintained in plastic, filter-top cages in a 12-h light/dark cycle [zeitgeber time (ZT) 0–12 light, ZT12–24 dark], at an ambient temperature of 23–24°C and relative humidity of 45%, with food and water available *ad libitum*. Collection of tissues included euthanasia by cervical dislocation, immediate removal, and dissection of brains, then tissues flash frozen in liquid nitrogen and stored at −80°C until processing.

### Sleep recording

Because PGs/MPs and proinflammatory cytokines promote sleep (Krueger and Majde, 2017; Pabst et al., 1999) when determining sleep, it was important to avoid inducing inflammation, e.g., caused by use of surgical implants to place EEG electrodes. Thus, all adult male mice, aged 3–5 months, were introduced to Signal Solutions (Lexington, KY), piezoelectric film sensor-fitted rodent sleep monitoring cages and allowed to acclimate for 7 days. Following cage acclimation, spontaneous sleep was determined during undisturbed conditions from 48 h recordings generated from the PiezoSleep integrated software (*n* = 8, all control groups). Separate groups of acclimated mice were subjected to a sleep deprivation (SD) protocol using the gentle handling technique so as not to unnecessarily stress the mice. Animals were sleep deprived for 3 h from ZT0 to 3 (*n* = 8), or for 6 h from ZT0 to 6 (*n* = 9). Sleep recordings were analyzed using SleepStats 2.1 (Signal Solutions, Lexington, KY) software (Mang et al., 2014; Black et al., 2018).

### PG quantitation

We began quantifying brain PG levels using a silkworm larvae plasma assay (FUJIFILM, Wako Chemicals). Before we were able to fully characterize brain PG levels, FUJIFILM discontinued this assay so we switched to using a commercial mouse peptidoglycan assay (My BioSource) for brain and serum PG quantitation. Our initial measures made with the silkworm assay, though limited, were consistent with published brain PG levels using the same assay (Arentsen et al., 2017) and, patterns of brain area differences were consistent with measures made herein using a mouse peptidoglycan ELISA.

Timing of brain and sera PG analyses were chosen based on times of day corresponding to light/dark transitions (ZT0/12), following animals’ consolidated rest and activity periods (ZT3 and ZT15), and the rest period midpoint (ZT6) (Figures 1A, B). Following sleep recording, mice were euthanized by cervical dislocation at ZT0, ZT3, ZT6, ZT12, and ZT15 (*n* = 8, all groups). Separate groups of mice were euthanized after SD from ZT0 to 3 (*n* = 8), or ZT0 to 6 (*n* = 9). Cardiac blood, and brain tissues were dissected and immediately processed for serum collection or flash frozen in liquid nitrogen. Frozen tissues were thawed on ice, washed in ice cold, sterile PBS, homogenized via sonication (20 mg tissue per clean, sterile ml of PBS), then centrifuged at 9,500 × *g* at 4°C, and supernatants collected for assay. Whole blood was set at 4°C overnight (as specified in the ELISA kit-supplied protocol) then centrifuged the following morning at 4°C for 15 min at 580 × *g* (2,500 rpm), and serum collected and stored at −80°C until being assayed for PG content. PG levels in brain homogenate supernatants and serum were determined using a mouse, PG ELISA kit (My BioSource, Cat #: MBS263268). As requested, all kits were prepared using the same raw materials, specified by lot number. All assays were performed as described in the kit supplied protocol with endpoint absorbance read using a BioTek Synergy H1 plate reader. PG levels were interpolated from assay standard curves using the kit-supplied PG standard, prepared as a twofold serial dilution series (200 ng/ml to 3.125 ng/ml). Interpolated PG values were corrected for dilution, normalized to tissue wet weight (as ng PG per mg of tissue), or reported as ng/ml for sera.

**FIGURE 1:**
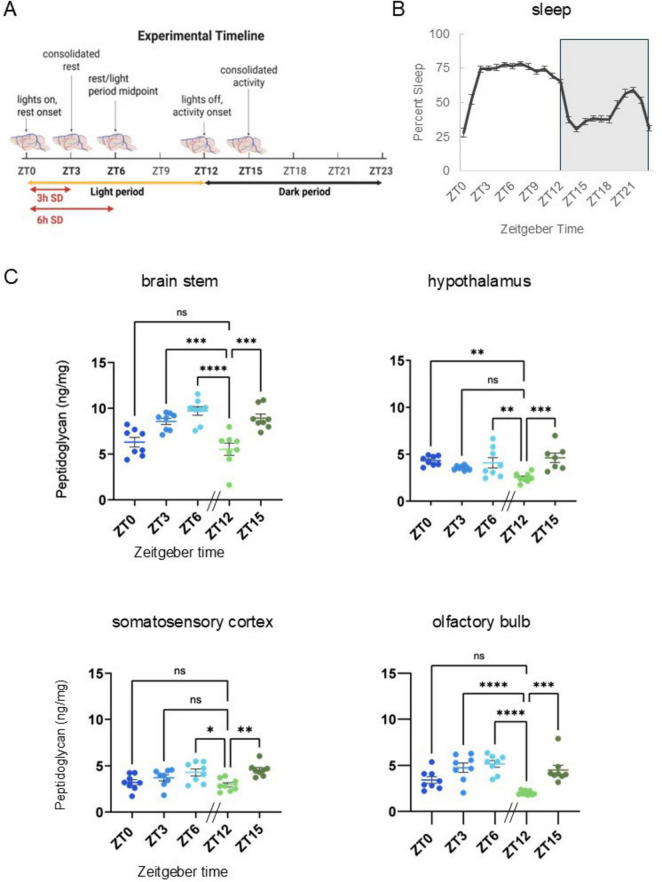
Peptidoglycan levels fluctuate in brain with time-of-day across multiple brain areas and are similar to daily sleep fluctuations. **(A)** Experimental timeline. Brain tissue was collected under undisturbed conditions at times of day corresponding to the animals’ rest-activity patterns and light dark cycles, i.e., zeitgeber time (ZT) 0, ZT3, ZT6, ZT12, and ZT15. [Three and 6 h Sleep amount increased after sleep deprivation (SD) corresponds to Figures 2A–C]. **(B)** Prior to brain tissue collection for PG analyses, spontaneous sleep was recorded for 48 h and hourly percent sleep (2-day average) plotted over ZT for 24 h with ZT labels indicating percent sleep for the hour prior to the ZT timepoint (*n* = 40, i.e., all ZT groups). Patterns of rest and activity correspond to collection times noted above **(A)** and are consistent with patterns typical of C57BL/6J mice. From ZT0 to 12 (light period), mice slept more as compared to ZT12–24 (dark period). Light-dark transitions were associated with dramatic increases (ZT0–3) or dramatic decreases (ZT12–15) in percent sleep, and the increase in percent sleep prior to lights on (ZT18–21) is typical for WT C57BL/6J mice. **(C)** Brain tissue homogenate supernatants were prepared from brain stem, somatosensory cortex, hypothalamus, and olfactory bulb tissues and assayed for peptidoglycan (PG) content (*n* = 8, all brain areas, for all times of day except hypothalamus at ZT15, *n* = 7). PG levels were normalized to brain tissue wet weight (ng/mg). In all brain areas assayed, lowest PG levels were at ZT12, following the murine rest period (ZT0–12). Compared to ZT12 levels, PG levels were increased in all brain areas at ZT15 and ZT6. Data are presented as means ± SEM. [Data from panels **(B,C)** were used to generate correlation coefficients in Supplementary Table 1.] All brain areas except the hypothalamus had similar PG levels and percent sleep changes over time, i.e., increased following lights on, and decreased levels following lights out (ZT12). Error bars indicate mean ± SEM. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test was used to determine group differences for time-of-day PG levels in each brain area assayed. Asterisks denote adjusted *p* values, *≤0.05; **≤0.01; ***≤0.001; ****≤0.0001. Panel **(A)** Created in BioRender. English, E. (2025) https://BioRender.com/3ewyiks.

### RNA sequencing and analysis

We used RNA-seq to investigate mRNA brain changes, following 8 h SD (Figures 3A, B), in the cortex, a brain area in which we observed SD-related change in PG levels. Separate groups of wildtype male, C57/BL6J mice aged 2–3 months, were used to assess somatosensory cortex gene expression profiles of genes previously linked to bacteria detection and signaling. Dissected somatosensory cortical tissues were immediately snap frozen in liquid nitrogen and stored at −80°C until RNA was extracted. Total RNA was extracted using TRIzol reagent and the Qiagen RNeasy Micro Kit (Qiagen, Cat. #: 74004) from somatosensory cortex tissues collected at ZT4 with (*n* = 3) and without (*n* = 3) 8 h prior SD. SD included gentle handling from ZT20 to 4 (Figure 3A). During the 8 h SD, vivarium lighting was maintained on the typical 12 h L/D timing. From ZT20 to 24, SD was performed under “dark” conditions, using dim red light to enable visual verification during SD. RNA preparation, RNA integrity assessment, library preparation and assessment, and paired end sequencing (100 bp) (Illumina HiSeq) was performed as previously described (Lee et al., 2025). On average, for each sample, the yield was 40 million reads. HISAT2 was used (Kim et al., 2015) with the mouse reference genome (mm10, UCSC) to align the RNA-seq data (FASTQ files). Expression quantification and differential expression were analyzed following the protocols as described in Sellegounder et al. (2019). Methods of analysis were specifically chosen for the sample size with inherent low power, and to suit the discrete nature of the dataset, being the use of a single time point to capture physiological response to sleep loss which is a dynamic process. DESeq2 is suited to analysis of datasets with the noted limitations and provides a statistical approach that is based on pooling of information for multiple genes and uses assumptions of gene variance measured within a single experiment to provide a quantitative approach, highlighting the strength of differential expression as opposed to simply the presence of differentially expressed genes (Love et al., 2014). Differential gene expression profiles were generated (sleep disrupted vs. undisturbed controls) (HTseq and DEseq2) using a threshold of adjusted *p*-value < 0.05. Resultant profiles were mined for genes of interest, i.e., genes previously linked to PG.

All differentially expressed genes identified using DEseq2 with an adjusted *p*-value of ≤0.05, were quantified then sorted for up vs. down regulation, and results used to generate a Venn diagram (Figure 3C). This same gene list was used with Reactome 3.7 (database release 92) open-source software to analyze the gene list (using default settings) to identify associated functions of gene groups. Of the 5,501 genes, 1,137 entities were not found, i.e., excluded from functional assignments. The analysis resulted in the identification of 28 associated cellular processes or functional groups. The top 10 gene cluster associations are listed in Figure 3C (order based on the highest ratios, i.e., the number of genes from our list matching the software’s functional gene group lists).

### Statistical analyses

Ordinary one-way ANOVA with Dunnett’s multiple comparisons test was used to determine group differences for time-of-day PG levels (Figure 1C) and unpaired Student’s *t*-tests performed to denote significance in control vs. sleep disrupted peptidoglycan measures (Figures 2B, C). Gene expression analyses were performed in DESeq2 (Lee et al., 2025) and adjusted *p*-values for each gene, as calculated in DESeq2 used to denote significance for control vs. sleep disrupted groups; *p*-values determined with the integrated multiple testing adjustments performed with a false discovery rate set at <0.05 and based on the Benjamini–Hochberg procedure (Figure 3D). Spearman’s correlation calculations (Supplementary Figure 1) were based on raw data values for hourly sleep percentages (Figure 1B) (the hour leading up to each ZT timepoint) generated in SleepStats 2.1 (Signal Solutions, Lexington, KY) and ELISA PG levels (Figures 1C, 2B, C and Supplementary Figure 1) were those interpolated from assay standard curves and normalized to tissue wet weights or serum volume.

**FIGURE 2:**
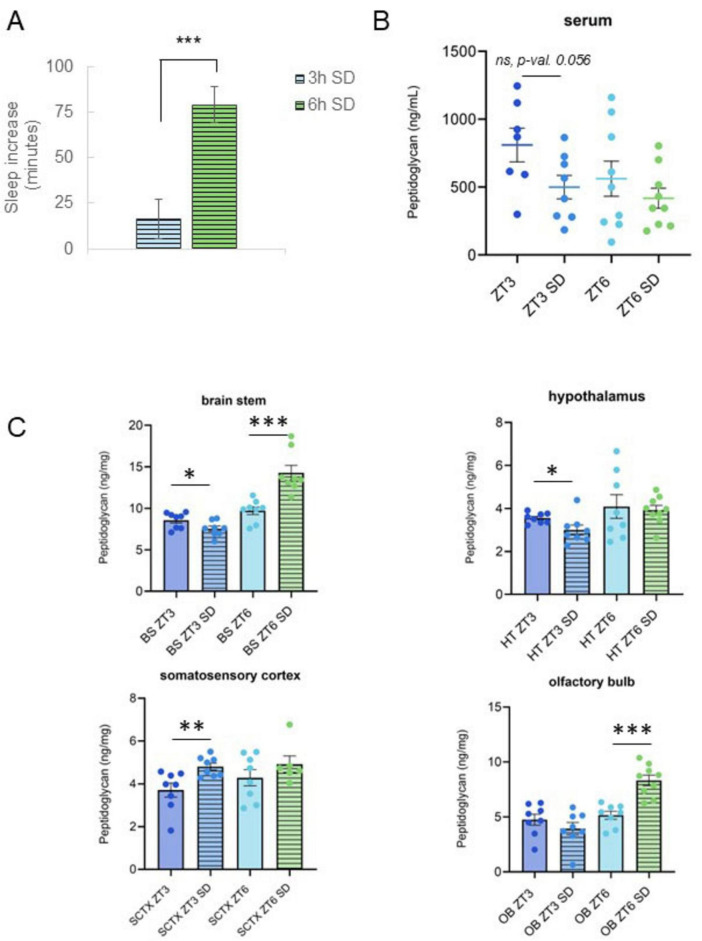
Changes in serum and brain peptidoglycan levels following sleep loss are dependent on sleep loss amount. **(A)** Sleep amount increased after sleep deprivation (SD). Spontaneous sleep (*n* = 8) and sleep following 3 h (*n* = 8) or 6 h SD (*n* = 9) were compared for 12-h periods (from ZT3 to 15, or from ZT6 to 18) and differences (in minutes spent asleep) reported. Mice had a greater increase in sleep following SD from ZT0 to 6 vs. the increase after SD from ZT0 to 3. **(B,C)** Serum and brain PG levels were determined from tissue supernatants prepared from tissues and blood collected at zeitgeber time (ZT) 3 and ZT6 with and without 3 or 6 h SD from ZT0 to 3 or from ZT0 to 6 (Figure 1A). PG levels, normalized to tissue wet weights for brain (ng/mg), are plotted for brain and serum (ng/ml) (note different *y*-axis scales) under control (*n* = 8 all control groups except serum; serum ZT3, *n* = 7, serum ZT6, *n* = 9) and SD conditions [*n* = 8 all SD groups except ZT6 SD; olfactory bulb (OB), hypothalamus (HT), and serum ZT6 SD, *n* = 9, somatosensory cortex (SCTX), *n* = 7]. Following sleep deprivation from ZT0 to 3, PG levels decreased in brain stem (BS) and HT but increased in SCTX. The decrease in serum PG levels following SD from ZT0 to 3 trended toward a significant decrease. Following SD from ZT0 to 6, BS and OB PG increase was significant and the direction of change was reversed as compared to the change following 3 h SD. [Data from panels **(A, B)** were used to generate Supplementary Table 1 correlation coefficients.] Control data shown in Figure 1C. Student’s *t*-tests were used to determine PG level and sleep differences for control vs. SD, and for 3 h vs. 6 h SD groups. Graphs denote group means ± SEM, asterisks indicate *p* values, *≤0.05; **≤0.01; ***≤0.001.

**FIGURE 3:**
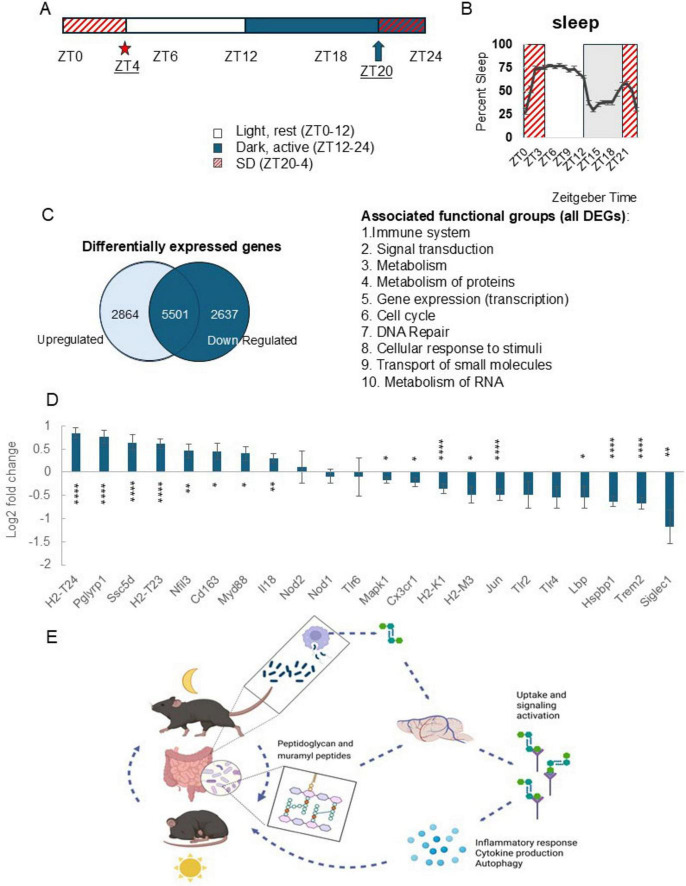
Sleep loss alters cortical expression of genes with known roles in peptidoglycan detection and signaling activity. **(A)** Experimental timeline. Total RNA was extracted from somatosensory cortices collected at zeitgeber time (ZT) 4 under control (*n* = 3) and 8 h sleep disrupted (SD) conditions (*n* = 3) [SD from ZT20 (arrow) to ZT4 (star)]. Total RNA was sequenced using RNA-seq. **(B)** SD from ZT20 to 4 spans the dark to light transition and two periods where sleep amount is highest in the light and dark periods (from ZT0 to 3 and ZT20 to 21); increases typical for C57BL/6J mice. **(C)** Venn diagram showing differential cortical gene expression for control vs. SD groups. Differentially expressed genes were filtered based on significant adjusted *p* values and resultant genes further sorted for up vs. down regulated genes. Of the 5,501 genes which had significant change in expression with SD, 2,864 were upregulated while 2,637 were downregulated. Functional associations of genes were determined using Reactome 3.7 and included immune, signaling, cell cycle, and metabolic activity-linked gene associations. **(D)** Differential gene expression profiles generated in DESeq2, control vs. SD, are plotted as log2 fold change values (adjusted *p*-value, ≤0.05) for genes with known involvement in bacterial cell wall fragment detection and signaling processes. Following SD, expression of peptidoglycan receptor Pglyrp1 was highly upregulated as were genes with functions including antigen presentation and inflammatory signaling, while bacterial cell wall binding proteins Siglec1, Trem2, and Lbp were downregulated. Error bars indicate log2 fold change standard error generated using DESeq2 with the integrated multiple testing adjustments performed with a false discovery rate set at <0.05 and based on the Benjamini–Hochberg procedure. Asterisks denote adjusted *p* values, *≤0.05; **≤0.01; ****≤0.0001. **(E)** Brain peptidoglycan and the rest-activity cycle model. Peptidoglycans are constitutively produced, in part via normal bacterial cell cycle activity and macrophage digestion and released into host circulation (Wheeler et al., 2023; Wheeler and Gomperts Boneca, 2024). Circulating and brain peptidoglycan levels are variable depending on time of day and rest-activity history of the host (Figures 1B, 2A, B and Supplementary Figure 1). Detection of bacterial cell wall components triggers production of inflammatory molecules, including multiple cytokines, e.g., treatment of several different cell types with Pglyrp1 induces production of IL1 and TNF (Bhusal et al., 2024). We propose, following brain detection of peptidoglycans, likely via Pglyrp1 and other peptidoglycan sensing molecules, changes in gene transcription and release of inflammatory molecules includes sleep regulatory cytokines, e.g., IL1 and TNF, which leads to promotion of sleep. Coupled with daily patterns of rest, feeding, and activity, the daily, rhythmic flux of bacterial cell wall fragments into circulation and into the brain, presents a 24 h cycle which is responsive to changes in rest and activity of the host. **(D)** Created in BioRender. English, E. (2025) https://BioRender.com/54uzyx8.

### Data availability

RNA-seq raw data, all processed gene quantification files, and differential expression files were deposited in NCBI’s SRA database through the Gene Expression Omnibus (GEO) repository (accessible with accession number GSE263872).

## Results

### Brain PG levels differed between brain areas and changed with daily rest and activity rhythms

Brain PG analyses focused on brain stem, hypothalamus, and somatosensory cortex due to their sleep regulatory functions (Scammell et al., 2017) and included olfactory bulb for its direct contact with microbes (Leyva-Grado et al., 2009). Sampling times were selected based on the 24 h, rest-activity patterns of wildtype mice; ZT0, the transition from the dark to light period and also the transition from active to inactive times of day; ZT3, corresponding to consolidated rest, i.e., immediately following a dramatic increase in sleep (from ZT0 to 3); ZT6, the rest period midpoint; ZT12, the transition from the light to dark period, and the transition from the primary rest to primary active times of day; and ZT15, corresponding to consolidated activity (Figures 1A, B). Spontaneous sleep was highest during the light period (ZT0–12) and lower during the dark period (ZT12–24), with distinct large increases/decreases in sleep amount occurring with light/dark transitions (Figure 1B). Distinct PG levels were found in the various brain areas examined. Within each time-of-day PG levels in brain stem were significantly higher than all other brain areas assayed (determined by one-way ANOVA with Tukey’s multiple comparisons test), i.e., the olfactory bulb, hypothalamus, and somatosensory cortex all had similar lower PG levels (Figure 1C). PG levels varied with time of day and the pattern of change during the animals’ rest period (ZT0–12) mirrored sleep amount (Figure 1B). Thus, in brain stem, hypothalamus, and olfactory bulb PG levels were higher during the light period compared to lowest levels at lights out (ZT12) (Figure 1C). Overall PG fluctuation patterns were similar between brain stem, somatosensory cortex, and olfactory bulb, while hypothalamic fluctuation differed, i.e., levels decreased from ZT0 to ZT12, then rose from ZT12 to ZT15.

### Sleep disruption increased sleep amount in the hours following sleep loss and perturbed brain PG levels

Using separate groups of animals, mice were subject to SD for a mild (3 h, from ZT0 to 3) or moderate time period (6 h, from ZT0 to 6). SD was followed by sleep recording during the recovery period (immediately following, and up to 24 h after SD), or blood and brain tissue collection for PG measurements. Compared to undisturbed sleep, sleep increased post-SD in both mild and moderate SD mice, with a greater increase following moderate SD as compared to mild SD (Figure 2A). Brain PG levels were different after mild vs. moderate SD (Figure 2C) and changed in an area-dependent manner. Brain stem and hypothalamus PG levels decreased during 3 h SD. In contrast, somatosensory cortical PG levels increased while olfactory bulb levels were unchanged after 3 h SD. Conversely, after 6 h of SD, brain stem and olfactory bulb PG levels significantly increased (Figure 2C).

To compare changes in circulating PG with brain PG levels, serum was assayed for PG content (Figures 2B and Supplementary Figure 1). Serum PG levels decreased after 3 h SD while 6 h SD had no effect on PG levels (Figure 2B). Analysis of serum vs. brain area PG amounts at ZT0, ZT3, ZT6, ZT12, and ZT15 indicated brain stem PG levels were correlated (Spearman’s correlation) with circulating (serum) PG levels during the animals’ active hours and at the transition from active to rest periods (ZT12–0) (Supplementary Table 1, I). All other brain areas included in the analysis had low or negligible, insignificant correlation coefficients. Interestingly, the relationship was inverse at the beginning of the active phase (ZT12, immediately following rest), vs. the end of the active phase (ZT0) suggesting physiology, e.g., rest/activity influences brain PG changes.

Given observed changes in brain PG levels during SD (Figure 2C), we assessed whether sleep amount at the rest period midpoint (ZT6) in undisturbed or SD mice correlated with brain PG levels (Supplementary Figure 1 and Supplementary Table 1, II). In undisturbed mice, sleep amount (in the hour prior to ZT6, ZT5–6) was not correlated with PG level in any brain area assayed, or with serum PG. However, during moderate (6 h) SD, somatosensory cortex and hypothalamic PG levels correlated with (disrupted) sleep amount (from ZT5 to 6). Hypothalamic PG levels negatively correlated, and cortex PG levels positively correlated with sleep amount (Spearman’s correlation), further suggesting a brain area specific response to SD (Supplementary Table 1, II and Figure 2C). Collectively, data suggest SD-induced, altered brain PG levels are brain area specific, linking sleep with bacterial cell wall products in brain.

### Changes in cortical brain gene expression after sleep loss includes PG linked genes

Extensive changes in brain gene expression occur during SD reflecting the complex physiological changes which manifest in transitions between wakefulness and sleep (Lee et al., 2025; Figure 3C). 

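Somatosensory cortex RNA was sequenced from 3 undisturbed wild-type mice (controls) and 3 wild-type mice kept awake by gentle handling during the 8 h SD, all collected at ZT4. The sample labels list 4 wild-type SD samples, against n = 3 in the paper. Only 3 of the 4 have a column in the deposited tables, and the other was not analysed here. The authors aligned the reads to mm10 with HISAT2, counted reads per gene and compared the groups in DESeq2. The deposited tables list 24421 genes by symbol. For each library they hold the read count of each gene divided by a DESeq2 size factor, so the values are normalized counts rather than reads. With 1 factor per library in each table, 100.0% of the 732630 deposited values came within 0.01 of a whole read. The reads counted on genes were 37433702, 32870075 and 41615582 in control replicates 01, 02 and 03, with a median of 37433702. In SD replicates 01, 02 and 04 they were 71775967, 58770286 and 64122811, with a median of 64122811. The mean of the 6 totals was 51.1 M reads, and the paper states an average yield of 40 M reads for each sample. The values below use the totals from the tables. The lowest SD total was 1.41 times the highest control total, so depth differed between the groups. In each library the 10 genes with the most reads took between 3.36% and 3.86% of all reads.

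Genes with a read in at least 1 of the 6 libraries were tested, which left 20417 genes. The log2 of the normalized count plus 1 was compared between the groups with limma's moderated test with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene with an adjusted p under 0.05 was taken as past the threshold. Log2 fold changes are SD over control, and their median over genes with a mean normalized count of at least 10 was -0.00145. Normalized counts are given as mean ± standard deviation with n = 3 mice per group. Gene positions are from GENCODE M21 on GRCm38. The paper's text does not name the gene annotation or the strand that was counted.

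The paper and the sample labels describe the mice as male. Xist, a noncoding RNA made from an inactive X chromosome, lies on chromosome X from 103460366 to 103483254. It had 13, 32698 and 39358 reads in control replicates 01, 02 and 03, and 7, 9 and 11 reads in the SD replicates. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 5398, 0 and 2 reads in the controls and 10323, 8548 and 10593 reads after SD. Of the 6 libraries, 2 thus had Xist reads and almost no Y-linked reads, and both were controls. The same series holds 6 libraries from mice labelled AcPb-/-, a genotype the paper does not report on, and 2 of their 3 controls also had Xist reads. A term for libraries with Xist was therefore fitted as an alternative, both in the 6 wild-type libraries and in a joint fit of all 12 libraries. These alternatives were chosen after the Xist reads were seen.

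**Figure D1:**
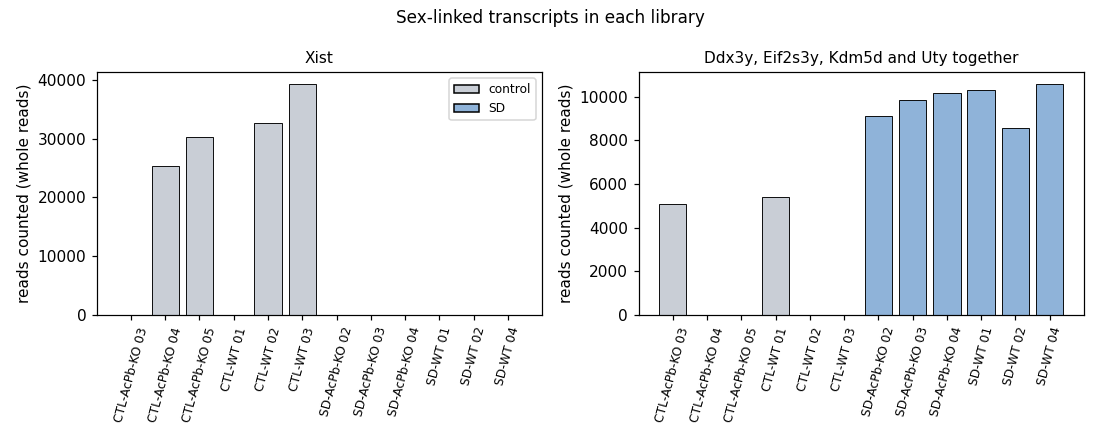
Reads of Xist and summed reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty in each of the 12 libraries, by condition and replicate. The 4 libraries with 25352 or more Xist reads are controls and have at most 2 Y-linked reads, whereas the other 8 have at most 13 Xist reads.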

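With SD, 5186 of the 20417 genes tested were past the threshold, 2690 upregulated and 2496 downregulated. At an unadjusted p under 0.05 there were 7613 genes. The paper's reported counts are 5501 genes, 2864 upregulated and 2637 downregulated. The authors' deposited DESeq2 comparison holds 5375 genes with an adjusted p under 0.05. For 8198 genes (40.2%) every SD library lay on the same side of every control library, which chance gives for 10% of genes with 3 mice against 3. Of the alternatives without a replicate block, the term for libraries with Xist moved the count most. In the 6 wild-type libraries it left 679 genes (388 upregulated, 291 downregulated), 621 of them among the 5186, with 5762 genes at an unadjusted p under 0.05. Marking either other pair of wild-type controls in these 6 libraries left fewer genes still, so this drop is not specific to Xist. In the joint fit of 12 libraries the term for Xist left 4057 genes, of which 3408 were among the 5186. Single libraries also moved the count. It was 2699 without control replicate 02, 2836 without SD replicate 02, 2941 without SD replicate 01, 4263 without control replicate 03, 4347 without control replicate 01 and 6222 without SD replicate 04.

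The largest changes are given for genes past the threshold with a mean normalized count of at least 100 and a symbol that is not that of a predicted gene. Of the 5 highest, 4 were the Y-linked genes, whose log2 fold changes were 7.55 for Ddx3y, 7.17 for Eif2s3y, 6.79 for Kdm5d and 6.64 for Uty (adjusted p = 0.0422, 0.0315, 0.0368 and 0.0354). They lie on chromosome Y from 1260771 to 1286629, from 1010543 to 1028847, from 897788 to 956786 and from 1096861 to 1245759. Xist was the lowest, at -8.76 (standard error 2.36, adjusted p = 0.0216). Each of these 5 genes followed the 2 controls with Xist. The 4 Y-linked genes passed the threshold with 1 library left out only without control replicate 01 (adjusted p from 1.12e-09 for Ddx3y to 2.03e-07 for Kdm5d), and in the other fits their adjusted p was 0.0611 to 0.162. Xist passed it without control replicate 01 (1.97e-09) and without SD replicate 04 (0.0399), and reached 0.0932 without control replicate 02. Plin4 (chromosome 17, 56100591 to 56109803) overlaps exons of Hdgfl2 on the other strand. It had 828 ± 267 normalized counts after SD and 110 ± 45.2 in controls, a log2 fold change of 2.91 (standard error 0.30, adjusted p = 0.000293), which stayed between 2.63 and 3.22 with each library left out. Bace2 (chromosome 16, 97356742 to 97442936) had 77.6 ± 10.3 and 301 ± 68.8, a log2 fold change of -1.92 (standard error 0.19, adjusted p = 0.000283; -2.13 to -1.80 with each library left out). Nptxr (chromosome 15, 79786351 to 79804766), which shares 15.7% of its 100-base stretches with Npcd, had 217 ± 157 and 1018 ± 701, a log2 fold change of -2.34 (adjusted p = 0.0131). Adora2a (chromosome 10, 75316877 to 75334784) had a log2 fold change of -1.81 (adjusted p = 0.0428). Its groups overlapped, with 838.3, 502.9 and 102.6 normalized counts in the controls and 98.45, 104.4 and 96.77 after SD. Of the fits that each left out 1 library, only the fit without control replicate 03 kept Adora2a past the threshold (0.000324, against 0.0795 to 0.151 in the others and up to 0.449 over all alternatives). Entpd4 (chromosome 14, 69337174 to 69367270) had a log2 fold change of -1.79 (adjusted p = 0.0148, and 0.0543 without SD replicate 01, with a range from 0.00345 to 0.376 over all alternatives). Control replicate 02 had 501.5 normalized counts of Entpd4, against 123.8 and 129.1 in control replicates 01 and 03. The SD libraries had 49.53 to 68.47. With each library left out the log2 fold change of Entpd4 ran from -2.14 to -1.13, so its size depends on single libraries. The annotation holds a second copy, Entpd4b, with which Entpd4 shares 100.0% of its 100-base stretches, so reads of the 2 genes could not be separated.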

As a first step in identifying PG-linked genes altered by SD we used DESeq2 for differential gene expression analyses to employ a rigid set of parameters to generate a quantitative, statistically based profile of differential gene expression values. This method employs pooling variance information across multiple genes within the experiment, employing shrinkage estimation of gene expression dispersion (Love et al., 2014). Gene expression in undisturbed conditions was compared to SD expression profiles to identify sleep affected PG receptors and associated PG-linked signaling genes. SD from ZT20 to 4 (Figures 3A, B) captured the two peaks in sleep percent during a 24 h day typical of C57BL/6J mice, i.e., the beginning of the light period (ZT0–4) and the end of the dark period (ZT20–0) (Figure 3B). SD-induced changes in the cortex included genes with known PG detection and PG signaling associations. 

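The paper plots 22 genes linked to PG detection and signaling in Fig. 3D. In these libraries 15 of the 22 were past the threshold with SD, 8 upregulated and 7 downregulated. Adjusted over the list alone, 19 genes were past it. The list was reported on from these same libraries, so the second count is not independent evidence. In 19 of the 22 genes the normalized counts of the groups did not overlap. Nod2, Nod1, Tlr6, Cx3cr1, Tlr2 and Lbp were among the genes not past the threshold over all genes tested. Leaving out 1 library at a time gave 10 genes without control replicate 01, 7 without control replicate 02, 12 without control replicate 03, 9 without SD replicate 01, 8 without SD replicate 02 and 13 without SD replicate 04. With the term for libraries with Xist in the 6 wild-type libraries, 0 of the 22 genes were past the threshold and 14 had an unadjusted p under 0.05. Marking either other pair of wild-type controls in place of those with Xist gave the same count there, so that loss is not specific to Xist. The joint fit of 12 libraries had 13 genes past the threshold without the Xist term and 10 with it, 9 of the 15 and Cx3cr1.

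**Figure D2:**
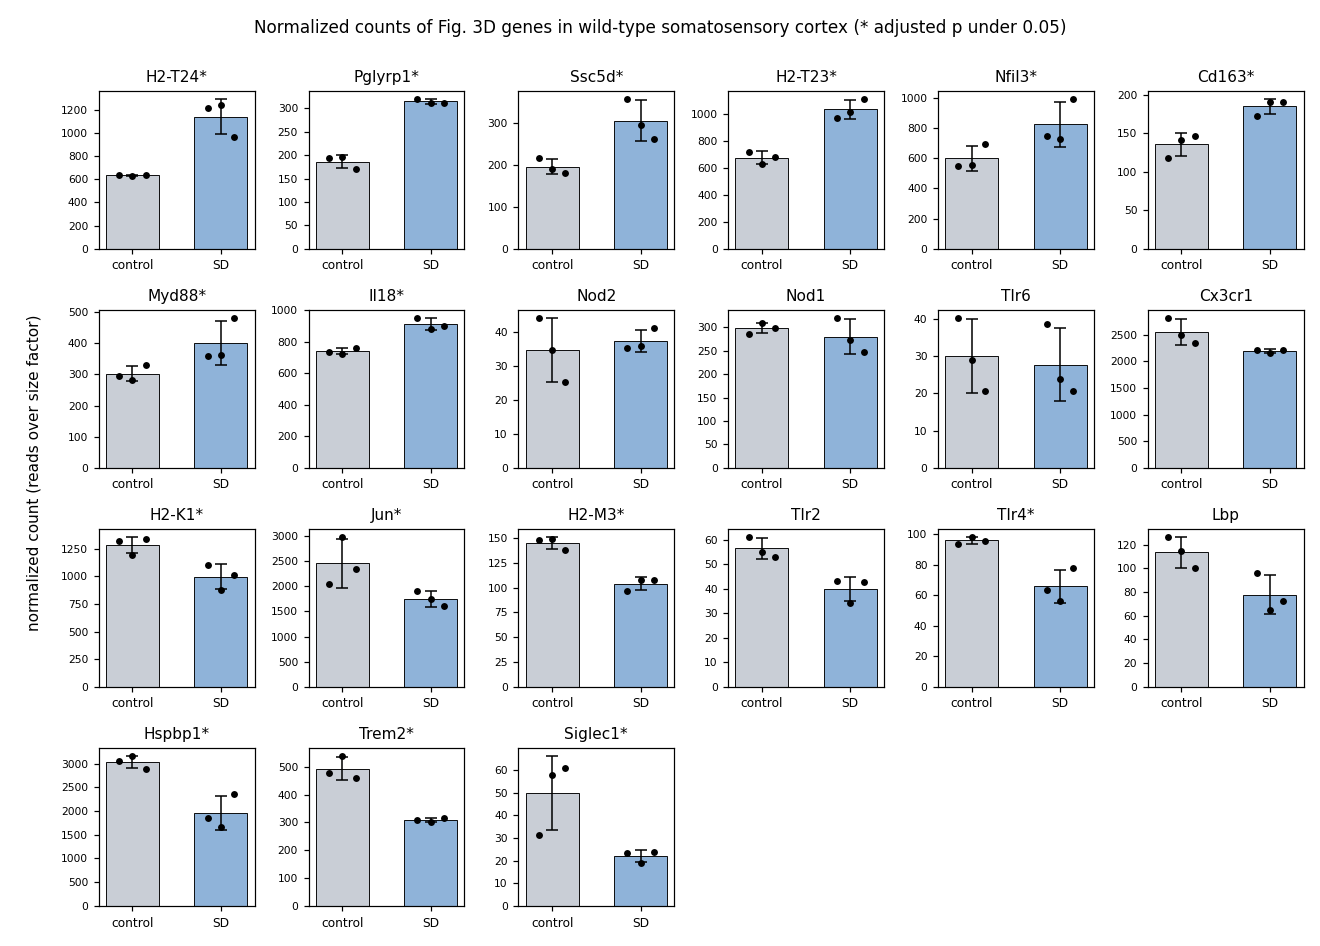
Normalized counts of genes of Fig. 3D in wild-type mice, 1 panel per gene, in controls and after SD. Bars are means, error bars standard deviations and points the 3 libraries of each group; a star marks an adjusted p under 0.05, which 15 of the genes have.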

Several pattern recognition receptors (PRRs), e.g., Toll-like receptors, nod-like receptors, and Pglyrp1 were included in the analysis. 

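Of the 5 Toll-like and nod-like receptors in Fig. 3D, 1 was past the threshold. Tlr4 (chromosome 4, 66827584 to 66930284) had 66.0 ± 10.8 normalized counts after SD and 96.0 ± 2.36 in controls, a log2 fold change of -0.55 (standard error 0.18, adjusted p = 0.0438). The call depended on single libraries. The adjusted p was 0.0713 without control replicate 01, 0.122 without control replicate 02, 0.086 without control replicate 03, 0.123 without SD replicate 01 and 0.155 without SD replicate 02. DESeq2 on the recovered reads gave 0.057 and the joint fit with the Xist term 0.181, within a range from 0.0189 to 0.459 over all alternatives. Tlr2 (chromosome 3, 83836272 to 83841767) had 40.0 ± 4.96 and 56.5 ± 4.29, a change of -0.49 (standard error 0.20, adjusted p = 0.0958). Tlr6 (chromosome 5, 64952031 to 64960097) had 27.8 ± 9.71 and 30.1 ± 9.87, a change of -0.11 (standard error 0.32, adjusted p = 0.831). It shares 7.1% of its 100-base stretches with Tlr1, and its direction reversed without control replicate 01 (0.12) and without SD replicate 04 (0.07). Nod1 (chromosome 6, 54923949 to 54972612) had 281 ± 37.0 and 298 ± 10.96, a change of -0.09 (standard error 0.12, adjusted p = 0.609). Nod2 (chromosome 8, 88647315 to 88688474) had 37.5 ± 3.18 and 34.8 ± 9.48, a change of 0.13 (standard error 0.25, adjusted p = 0.724). Without control replicate 03 the change in Nod2 was -0.069, with the Xist term in the 6 libraries -0.24 and after thinning every library to the smallest total -0.0082. Differences in Tlr6, Nod1 and Nod2 were smaller than their standard errors.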

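Pglyrp1, on chromosome 7 of GRCm38 from 18871331 to 18890459, had 315 ± 5.20 normalized counts after SD and 186 ± 14.7 in controls. Single libraries had 194.2, 195.7 and 169.5 in the controls and 321, 312.4 and 311.6 after SD, from 135 to 463 reads. The log2 fold change was 0.76 (standard error 0.11, adjusted p = 0.00141). With each library left out it stayed between 0.69 and 0.79, with an adjusted p from 0.00173 to 0.0115. Over all alternatives the adjusted p ranged from 1.58e-06 to 0.092, and with the Xist term it was 0.0149 in the joint fit of 12 libraries. Ssc5d, also on chromosome 7 from 4925785 to 4944826, had 306 ± 48.9 after SD and 197 ± 18.9 in controls, a log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.00937; 0.51 to 0.73 with each library left out). Cd163, on chromosome 6 from 124304656 to 124330527, had 185 ± 10.2 and 136 ± 14.9, a log2 fold change of 0.45 (standard error 0.14, adjusted p = 0.0352). Cd163 was no longer past the threshold without control replicate 01 (0.0887), control replicate 02 (0.0757), SD replicate 01 (0.0725), SD replicate 02 (0.116) or SD replicate 04 (0.0619). Its adjusted p was 0.229 in the joint fit of 12 libraries and 0.0121 in that fit with the Xist term, and from 0.0121 to 0.37 over all alternatives.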

Expression of PRRs Pglyrp1, Ssc5d, and Cd163 upregulated during SD. 

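H2-T24 and H2-T23 lie beside each other on chromosome 17, from 36005695 to 36020560 and from 36029773 to 36032855. H2-T24 had 1143 ± 155 normalized counts after SD and 634 ± 4.59 in controls, a log2 fold change of 0.84 (standard error 0.10, adjusted p = 0.000599). H2-T23 had 1032 ± 72.5 and 676 ± 44.8, a log2 fold change of 0.61 (standard error 0.08, adjusted p = 0.00105). Of the 100-base stretches of H2-T23, 3.2% also occur in other H2 genes or in predicted genes, whereas those of H2-T24 occur in no other gene. With each library left out the changes stayed between 0.77 and 0.96 for H2-T24 and between 0.55 and 0.65 for H2-T23. Il18 (chromosome 9, 50554827 to 50581840) had 912 ± 38.04 and 741 ± 19.7, a log2 fold change of 0.30 (standard error 0.07, adjusted p = 0.0134). Without control replicate 02 its adjusted p was 0.0645, and without SD replicate 01 it was 0.0694, with a range from 0.00413 to 0.141 over all alternatives. Nfil3 (chromosome 13, 52967209 to 52981073) had 826 ± 148 and 600.5 ± 84.1, a log2 fold change of 0.45 (standard error 0.13, adjusted p = 0.0311). Its adjusted p rose to 0.0933 without control replicate 01, 0.118 without control replicate 02, 0.0554 without SD replicate 01 and 0.0616 without SD replicate 04, and it ranged from 0.00541 to 0.326 over all alternatives. Myd88 (chromosome 9, 119335934 to 119341411) overlaps exons of Acaa1a on the other strand. It had 401 ± 70.0 and 303 ± 25.5, a log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.0499). Each of the 6 fits that left out 1 library took Myd88 over the threshold, with an adjusted p from 0.0505 to 0.165. With the Xist term in the joint fit it was 0.0809, within a range from 0.0236 to 0.524 over all alternatives.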

Among the genes upregulated with SD were immune and inflammatory mediators, e.g., PG receptor Pgylrp1, major histocompatibility complex (MHC) component genes (H2-T24 and H2-T23), scavenger receptors that detect microbial-associated molecular patterns (Cd163 and Ssc5d), and genes linked to microbe-mediated immune function (Nfil3, Myd88, and Il18). 

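Hspbp1 (chromosome 7, 4660521 to 4685068) and Trem2 (chromosome 17, 48346401 to 48354147) were lower after SD in every fit that left out 1 library. Hspbp1 had 1958 ± 355 normalized counts after SD and 3036 ± 133 in controls, a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.00264; -0.79 to -0.54 with each library left out). Trem2 had 309 ± 7.86 and 493 ± 42.0, a log2 fold change of -0.67 (standard error 0.10, adjusted p = 0.00134; -0.72 to -0.60). H2-K1 (chromosome 17, 33996017 to 34000347) had 998 ± 115 and 1283 ± 76.0, a log2 fold change of -0.37 (standard error 0.09, adjusted p = 0.0162). It shares 1.0% of its 100-base stretches with other H2 genes. Its adjusted p was 0.0511 without control replicate 03 and 0.0669 without SD replicate 02. H2-M3 (chromosome 17, 37270220 to 37274484) had 104 ± 6.51 and 145 ± 6.13, a log2 fold change of -0.48 (adjusted p = 0.0275). The adjusted p of H2-M3 was 0.0583 and 0.0932 without control replicates 01 and 02, and 0.104 and 0.0671 without SD replicates 01 and 02. Jun (chromosome 4, 95049034 to 95052222), which overlaps exons of Junos on the other strand, had 1747 ± 151 and 2455 ± 485, a log2 fold change of -0.48 (adjusted p = 0.0181). Without control replicate 02 the adjusted p of Jun was 0.0584, and without SD replicate 02 it was 0.0638. Siglec1 (chromosome 2, 131069220 to 131086765) had 22.01 ± 2.75 and 50.1 ± 16.4, a log2 fold change of -1.10 (standard error 0.29, adjusted p = 0.0185). The call of Siglec1 was lost in 4 fits, without control replicates 02 (0.0798) and 03 (0.0607) and without SD replicates 01 (0.0516) and 02 (0.0739).

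In the joint fit of 12 libraries with the Xist term, the adjusted p was 0.535 for H2-K1, 0.24 for H2-M3, 0.0924 for Jun and 0.141 for Siglec1, so none of the 4 was past the threshold there. Without the term, H2-K1 (0.14) and H2-M3 (0.0938) were not past it in the joint fit either. Over all alternatives these values ranged from 0.003 to 0.535 for H2-K1, from 0.0156 to 0.289 for H2-M3, from 0.000654 to 0.415 for Jun and from 0.00496 to 0.249 for Siglec1. Trem2 stayed past the threshold in that fit, at -0.66 (adjusted p = 0.00745, with a range from 4.36e-07 to 0.0923).

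Lbp and Cx3cr1 were lower after SD without passing the threshold. Lbp (chromosome 2, 158306493 to 158332852) had 77.9 ± 16.4 and 114 ± 13.1, a log2 fold change of -0.55 (standard error 0.19, adjusted p = 0.055). It passed the threshold without SD replicate 01 (0.0398), with a range from 0.0378 to 0.578 over all alternatives. Cx3cr1 (chromosome 9, 119901616 to 120069879) overlaps exons of Gm33858 on the other strand. It had 2195 ± 37.0 and 2551 ± 247, a log2 fold change of -0.21 (standard error 0.07, adjusted p = 0.0585). It passed the threshold without control replicate 03 (0.033) and in the joint fit with the Xist term, where its change was -0.37 (0.00316, the lowest of a range up to 0.615).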

Downregulated PG-linked genes included bacterial cell wall component binding molecules (Lbp, MHC components, Siglec1, and Hspbp1) and genes with known roles in signaling events downstream of bacterial product detection (Mapk1, Jun, and Siglec1) (Figure 3D). Collectively, results suggest SD alters many cortical genes with known PG-associations and confirms prior reports that somatosensory cortex Pglyrp1 mRNA increases after SD (Rehman et al., 2001; Oles et al., 2020).

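As a set, the 22 genes of Fig. 3D had a median log2 fold change of -0.14, with 9 genes higher and 13 lower, and were not past the threshold (limma's camera with an inter-gene correlation of 0.01, adjusted p = 0.797 over the 21 gene lists tested). The PG recognition protein list (Pglyrp1, Pglyrp2, Pglyrp3 and Pglyrp4) had a median of 0.48 (adjusted p = 0.276). Leaving out genes with at most 3 reads in every library, and setting genes with at most 3 reads in each library of 1 group to the lowest change these allow, the median was 0.38. Pglyrp1 was its only gene past the threshold. Pglyrp2 had 2.10 normalized counts after SD and 0.918 in controls, and Pglyrp3 and Pglyrp4 had at most 0.231. These 3 genes were not past the threshold, and with so few reads the test cannot decide whether they changed. The MHC class I list, of which 16 of 19 genes had reads, had a median of 0.14, or -0.03 with the same rule for low reads (adjusted p = 0.797), with 3 genes past the threshold in each direction. Under fry, which estimates the correlation between genes from the libraries, the adjusted p was 0.767 for the Fig. 3D genes, 0.0366 for the PG recognition proteins and 0.46 for MHC class I. From the genes that changed in each direction, the paper proposes that SD alters many cortical genes associated with PG, and it states that the rise of Pglyrp1 mRNA matches earlier reports.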

## Discussion

Previously, quantitative brain PG reports were limited to the cerebellum (Arentsen et al., 2017) and to exogenous, radiolabeled PG/MPs injected systemically (Wheeler et al., 2023). More recent literature links bacterial cell wall products, e.g., PGs, to host physiology (Arentsen et al., 2017; Gabanyi et al., 2022; Kala et al., 2023; Wolf, 2023) but lacks description of daily endogenous PG dynamics in brain. Here, sleep/time of day measures were coupled with quantitative measurement of endogenous PG in brain, linking brain area-specific PG changes with animals’ rest and activity cycles. We demonstrate brain PG level is dependent on the time of day, brain location, and sleep amount in healthy adult mice (Figures 1C, 2C). Although the results presented herein are consistent with the hypothesis that brain PG levels play a role in sleep regulation, they are mostly descriptive. However, they are required to understand the brain mechanisms responsible for sleep regulation developed within the literature over the past 40 years. Thus, PG/MPs induce multiple downstream molecular steps involved in physiological sleep regulation as well as sleep responses associated with inflammation, infection, and other pathologies. Multiple reviews and primary data publications address these molecular mechanisms (e.g., Krueger et al., 2008; Krueger et al., 2013; Imeri and Opp, 2009; Krueger et al., 1984; Rehman et al., 2001; Oles et al., 2020; Krueger and Majde, 2017; Pabst et al., 1999; Lee et al., 2025; Wheeler et al., 2023; Chedid et al., 1984; Bhusal et al., 2024; Shoham et al., 1989; Dinarello and Krueger, 1986; Churchill et al., 2008; Yasuda et al., 2005; Opp, 2005; Laman et al., 2020; Tosoni et al., 2019; Wheeler and Gomperts Boneca, 2024). For example, MPs induce the cytokine IL1 (Dinarello and Krueger, 1986), a well characterized sleep regulatory substance with brain area-specific, time-of-day changes in mRNA levels (Taishi et al., 1997; Taishi et al., 1998). Further, the neuron-specific IL1 receptor accessory protein, called AcPb, but not other AcP isoforms, upregulates during sleep loss (Taishi et al., 2012) and AcPb is required for a normal response to sleep loss, i.e., non-rapid eye movement sleep rebound (Davis et al., 2015). Collectively, current results provide much needed evidence supporting the hypothesis that bacterial cell wall PG, originally proposed in 1982 (Krueger et al., 1982b), has a role in sleep regulation.

Peptidoglycan receptors and other molecules with which PG interacts change during sleep loss (Figure 3D). PGs, their receptors expressed by mammalian hosts, and their roles in inflammation are extensively studied (Dziarski and Gupta, 2006; Krueger and Takahashi, 1997; Bastos et al., 2021; Laman et al., 2020). The PG receptor Pglyrp1 is an inflammatory mediator with roles in neuroinflammatory modulation (Bhusal et al., 2024; Sharapova et al., 2020; Read et al., 2015; Yao et al., 2013). Treatment of multiple cell types with Pglyrp1 induces proinflammatory cytokines including TNF (Bhusal et al., 2024). IL1 and TNF can act locally to induce sleep (Churchill et al., 2008; Yasuda et al., 2005), but also have roles in regulating whole animal sleep, and immune responses (Opp, 2005; Imeri and Opp, 2009). Thus, sleep, PGs, and Pglyrp1 are all implicated in induction of TNF and IL1. Herein, we also extend the search to identify PG-linked genes affected by sleep loss by analyzing cortical gene expression following SD. We focused on the cortex due to the high correlation between sleep amount and cortical PG levels after 6 h SD (Supplementary Table 1, II). Among the sleep-affected genes previously linked to PG, Pglyrp1 transcript levels upregulated in mice confirming prior reports (Rehman et al., 2001; Oles et al., 2020). Among the PG receptors included in our gene expression analysis, e.g., Toll-like and Nod-like receptors, the upregulation of Pglyrp1 with sleep loss suggests a distinct sleep-linked role for Pglyrp1 in brain. It is likely that PG receptors altered with SD play a role in associated brain PG level changes.

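Over 12 Toll-like receptor genes with reads, 5 were higher and 7 lower after SD, with a median log2 fold change of -0.06 (camera, adjusted p = 0.93; fry, 0.889). Besides Tlr4, the genes past the threshold were Tlr7, at 249.7 normalized counts after SD and 180.4 in controls (0.46, standard error 0.13, adjusted p = 0.024), and Tlr11, at 1.97 after SD and 0 in controls, too few for a fold change. Over 17 nod-like receptor genes, 6 were higher and 11 lower, with a median of -0.09 (camera, adjusted p = 0.797; fry, 0.581). Nlrp6 (0.97, adjusted p = 0.0253) and Ciita (0.44, adjusted p = 0.036) were upregulated and Nlrx1 (-0.43, adjusted p = 0.0178) was downregulated. Pglyrp1 had a lower adjusted p than each of these receptors, and Nlrp6 had a larger log2 fold change than Pglyrp1. The differences between Pglyrp1 and the other receptors were not tested.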

In addition to PG receptors, genes with known roles in IL1 and inflammatory signaling pathways, e.g., Nfil3 (Yang et al., 2022; Ohne et al., 2016), Cd163 (Elmquist et al., 1997), Myd88 (Gosselin and Rivest, 2008), Il18 (Boraschi et al., 2023), Trem2 (Gawish et al., 2015), and Jun (Raivich, 2008; Dinarello, 2009; Mantovani et al., 2019) were also included. PG/MPs signal, in part, via cytokines (Chedid et al., 1984; Sharapova et al., 2020). 

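Over the 20 genes of IL1 and TNF signaling that were tested, 14 were higher and 6 lower after SD, with a median log2 fold change of 0.19, or 0.06 with genes of at most 3 reads left out or set to their bound (camera, adjusted p = 0.276; fry, 0.0982). Il1r1 and Il1rap were the 2 genes past the threshold. Il1r1 had 512.6 normalized counts after SD and 307.9 in controls (0.72, standard error 0.12, adjusted p = 0.00267). Il1rap (chromosome 16, 26581704 to 26730117), which overlaps exons of Gm20319 on the other strand, had 1879 ± 101 and 1543 ± 24.6 (0.28, standard error 0.06, adjusted p = 0.01). Without control replicate 02 the adjusted p of Il1rap was 0.0528, and without SD replicate 02 it was 0.0538, with a range from 0.00236 to 0.105 over all alternatives. The cytokine transcripts had few reads. Il1b (chromosome 2, 129364570 to 129371139), which overlaps Il1bos on the other strand, had 16.2 ± 6.58 and 10.6 ± 3.79 (0.53, standard error 0.39, adjusted p = 0.364). Il1a (chromosome 2, 129299610 to 129309972), which overlaps Gm14023 on the other strand, had 33.6 ± 1.88 and 28.7 ± 8.56 (0.27, standard error 0.27, adjusted p = 0.519). Its direction reversed with the Xist term in the 6 libraries (-0.012) and without control replicate 02 (-0.00240). Tnf (chromosome 17, 35199381 to 35202007) had 3.38 ± 1.97 and 2.02 ± 1.80 (0.69, standard error 0.60, adjusted p = 0.454), with at most 7 reads in a library. Differences in Il1b, Il1a and Tnf were not past the threshold, and whether depth is the reason was not tested.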

Expression of several genes which make up multiple inflammatory signaling pathways changed with SD. These molecules contribute to cytokine signaling pathways, and pathways which have overlap with Pglyrp1 signaling cascades (Royet et al., 2011; Laman et al., 2020; Bhusal et al., 2024). Changes in gene expression align with observations from previous studies, e.g., in the context of SD, Pglyrp1 has been linked to the well-known sleep regulatory cytokines IL1 and TNF (Oles et al., 2020). Pglyrp1 and TNF transcript levels are highly correlated following SD in mice lacking a neuron-specific IL1 accessory protein (Oles et al., 2020). Taken together, it is possible the increase in brain cytokine levels that occur following SD involves increased Pglyrp1 expression and/or changes in brain PG.

We acknowledge the limitations of a limited RNA-seq dataset used for our analysis. A limited amount of data from which to draw conclusions, together with use of a single timepoint to assess sleep loss driven changes in brain gene expression, led us to carefully consider our interpretation of results. Response to SD occurs over a much broader timescale than that which is captured immediately following the sleep loss event. We have, however, taken careful measures to attend to the inherent limitations, by using multiple corrections-based testing of differential gene expression profiling and a method of analysis suited to analyzing differential expression in small datasets (Love et al., 2014). Thus, we report on a focused group of genes previously linked to PG in the literature, yet it is worth noting that this study was likely not robust enough to capture small effects of sleep loss and thus, we could have missed some differentially expressed genes that may be important in PG sensing and signaling. 

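To measure what 3 mice per group can recover, changes of known size were simulated in 200 of 20082 genes, drawn from those with at least 50 reads on average, at the depth and replicate spread of these libraries. The test used for the values above recovered 143 of the 200 (71.5%). By size, it recovered 4 of 50 genes changed 1.25-fold (8%), 42 of 50 changed 1.5-fold (84%), 48 of 50 changed 2-fold (96%) and 49 of 50 changed 3-fold (98%). DESeq2, the tool of the paper, recovered 156 of the 200 (78%) and 15 of the 50 genes changed 1.25-fold (30%). It also called 23 unchanged genes among its 179 calls, against 6 among 149 calls for the test used here. In the data 5186 genes were past the threshold, far more than the 200 changed in the simulation. The Benjamini-Hochberg cutoff on the unadjusted p is less strict when more genes change. The simulated recoveries therefore do not carry over directly to these data and may be too low for them.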

The endogenous PG levels and degree of change in PG levels reported herein are indeed subtle though statistically significant. It would be of interest to follow up with additional studies which account for time-dependent changes in gene expression following sleep loss and to increase the sample size to increase the chances of capturing responses over time and low-level changes which may have profound effects on neurobiology or brain PG changes.

In the murine gut, microbial gene expression of molecules involved in cell wall synthesis exhibits a rhythmic nature corresponding to the light/dark cycle (Thaiss et al., 2014). The gut is a reservoir for PGs, and translocation and subsequent dissemination into other organs requires an intact gut microbiome (Wheeler et al., 2023). PGs are constitutively released into the host circulation (Wheeler and Gomperts Boneca, 2024) and are found in many organs including the brain (Arentsen et al., 2017; Wheeler et al., 2023). Given the rhythmic nature of many microbe-host interactions (Thaiss et al., 2016; Thaiss et al., 2014; Tofani et al., 2025), we anticipated the fluctuations of PG levels in brain. While similar patterns of daily change in PG levels emerged for several brain areas, brain area PG levels differed between each other and had unique brain area changes following SD (Figures 1C, 2C). Our results are consistent with PG brain amounts following oral delivery of radiolabeled peptides (Wheeler et al., 2023). However, those reports did not describe endogenous PG. Further, previous studies concluded that peripheral and brain PG clearances occur at different rates for different organs (Wheeler et al., 2023; Ladesić et al., 1993), indicating unique regulations. In addition to organ-specific regulation, unique brain-area PG regulation surfaced in our studies.

An interesting aspect of brain PG fluctuations vs. fluctuations in circulating PGs is the discordant patterns in brain vs. periphery with respect to time of day (Figures 1C, 2B and Supplementary Figure 1). It is possible that blood brain permeability and clearance play a role in regulating brain PG entry/exit. Brain permeability and clearance exhibit daily fluctuations (Xie et al., 2013; Zhang et al., 2018; Hauglund et al., 2025). Brain permeability is influenced by the gut microbiome (Braniste et al., 2014) and can be perturbed by peptidoglycans (Roord et al., 1994) and sleep loss (Xie et al., 2013), and blood brain permeability has a role in sleep regulation (Axelrod et al., 2023). Gut permeability is also susceptible to perturbation with sleep loss (Everson and Toth, 2000) and translocation of PG/muropeptides likely precedes dissemination to host organs (Wheeler et al., 2023) which could present unique timing for fluxes in circulating vs. brain PG levels. Thus, the altered PG levels observed following SD and the upregulation of brain Pglyrp1 could be a response to mediate entry/clearance of PGs in the brain. Similar physiological activity has been described for brain clearance. Current understanding suggests brain clearance occurs in a circadian-based fashion, however, the time of day associated with greatest clearance may differ depending on the molecules involved (Xie et al., 2013; Zhang et al., 2018).

While the origins of microbial cell wall products found in brain and the route(s) of entry remains incomplete, the gut is likely a reservoir for both circulating bacterial cell wall components and those found in brain. The requirement of a microbiome for PG dissemination to host organs (Wheeler et al., 2023) highlights the interdependence of host physiology with resident microbes and movement of biologically active cell wall components. While sleep loss and sleep pathologies are associated with altered gut microbiomes (Wang et al., 2022), we are just beginning to understand the importance of bacterial products in the microbe-gut-brain axis, including PGs, especially in the context of sleep regulation. Herein we present a model to link the existing literature on mechanisms of sleep-promoting bacterial cell wall components to sensing and signaling in the mammalian host in the context of sleep (Figure 3E). Understanding of microbe-host driven aspects of sleep physiology ultimately will enrich the sleep regulation literature to encompass the mammalian holobiont condition thereby providing a new paradigm for the evolution of rest-activity cycles of simple organisms to sleep of higher order organisms.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE263872.

How the deposited data were processed for this re-analysis (not part of the article)

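Total RNA of the somatosensory cortex was sequenced by the authors as paired-end 100 bp reads from mice collected at ZT4, undisturbed or after SD. The labels describe wild-type and AcPb-/- mice. The deposited tables cover 12 libraries, 3 each of undisturbed wild-type, wild-type after SD, undisturbed AcPb-/- and AcPb-/- after SD. A further 4 samples of the labels have no column in the tables and were not analysed here. The PG assays, sleep recordings and the Reactome annotation of the paper were not analysed here.

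The authors aligned the reads with HISAT2 to mm10, counted reads per gene with HTSeq and compared 2 groups at a time with DESeq2, in 5 tables of 24421 genes. The per-library values and their mean over the 6 libraries of a table are deposited as signal, read counts divided by each library's size factor. A library has its own size factor in each comparison, so normalized counts of different comparisons are not on the same scale. The authors' log2 fold changes and their standard errors are on the log2 scale, first-named group over second. The deposited Wald statistic is a score, the log2 fold change over its standard error. The authors' p-value columns are the two-sided Wald p and its Benjamini-Hochberg adjusted value. The size factors were undone to recover reads, and 100.0% of 732630 values were within 0.01 of a whole read. Between tables, 0 counts differed for the same library. Totals on genes ranged from 32870075 to 41615582 reads in wild-type controls, 58770286 to 71775967 in wild-type mice after SD, 26504840 to 35683409 in AcPb-/- controls and 63413467 to 71857505 in AcPb-/- mice after SD. Every pair of replicates differed by more than sampling noise, so none was a copy of another.

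The plan named edgeR for tables of counts and limma for tables of normalized values. As the tables hold normalized values, limma (version 3.58.1, R 4.3.3) was used on log2(normalized count + 1) with a variance trend, over genes with a read in at least 1 library of the comparison (20417 in wild-type mice, 20574 in AcPb-/- mice). P-values were adjusted by the Benjamini-Hochberg method and a gene was past the threshold at an adjusted p under 0.05. The fits of 6 libraries had 4 residual degrees of freedom. The difference of the SD effects between genotypes was tested as the interaction in a limma fit of the 12 libraries, normalized together (20978 genes, 8 residual degrees of freedom). Gene lists, 21 of them written before the data were examined, were tested with limma's camera at an inter-gene correlation of 0.01, with fry as an alternative. They are the genes of Fig. 3D, PG recognition proteins, Toll-like and nod-like receptors, MHC class I, IL1 and TNF signaling, markers of microglia, border macrophages, neutrophils, red blood cells, endothelium, astrocytes, oligodendrocytes, meningeal fibroblasts, choroid plexus and striatal neurons, immediate early genes, circadian clock genes, glucocorticoid-responsive genes, chaperone and ER stress genes, and cold-inducible RNA-binding genes. The genes named are those of Fig. 3D and of the paper's text, Il1rap, and the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean normalized count of at least 100 and a symbol that is not a predicted gene. Members of lists and genes of counts of 5 or fewer are named besides, after their values were seen. Of the genes of Fig. 3D, 1 is included in the counts and tests and is not reported by itself here.

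Alternatives were an adjusted p under 0.01, genes with a mean of at least 10, the Benjamini-Yekutieli adjustment, an absolute log2 fold change of at least 0.5, centring on the median, DESeq2 (version 1.42.0) and edgeR (version 4.0.16) on recovered reads, all 4 groups in one fit, the replicate number as a block, and each library left out. Added after the data were seen were pseudocounts of 0.1 and 10, no variance trend, thinning to the smallest total (seed 1), removal of each library's trend with GC content and transcript length (loess span 0.3), a term for libraries with Xist reads and leaving out the X and Y chromosomes. Samples were not paired, since the replicate numbers are shared by few libraries. Genes were matched by symbol to GENCODE M21 on GRCm38 (23376 genes, 95.7%), and stretches of 100 bases of their exons were compared with those of other genes. The tests were tested on simulated data with 200 changed genes. In the simulation camera and fry told a set of 20 changed genes from an unchanged set, and the limma interaction recovered 79 of 100 genes. Recovery and figures used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.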

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

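Chosen only after the result was seen were all tests with Xist, the tests of sequencing batch, of oligodendrocyte share and of variants or substrain, and the margin that decided the test of exchanged labels. The tests of library depth and of GC content and transcript length were chosen after the data were seen but before their own results, and the test of the other splits of the libraries was set before its result.

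Xist reads appeared in libraries of mice described as male, a signal the paper does not report. The highest count in a control library was 39358. There were 25352 or more reads in 4 control libraries (2 wild-type, 2 labelled AcPb-/-) and at most 13 in the other 8, among them all 6 SD libraries. A mixture of RNA from male and female animals would leave Y-linked reads beside Xist, but a library with Xist had at most 2 reads of the 4 Y-linked genes together. Exchanged SD and control labels would place the controls with Xist among the SD libraries. Over genes called in the other genotype, each of the 12 libraries was set against the SD mean of its own genotype. The controls with Xist lay at a median log2 distance of 0.32 or more, whereas the SD libraries lay between -0.10 and 0.12. Female animals among the controls may account for the reads. The Xist and Y-linked reads are the only evidence on this, since the paper and the labels give male for every animal.

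Because all 4 libraries with Xist were controls, sex and SD overlap in part. In the joint fit of 12 libraries with a term for Xist, 4057 genes were past the threshold in wild-type mice and 5189 in AcPb-/- mice, against 5108 and 6485 without it. The control without Xist in each genotype also lay at 0.34 and 0.42 from the SD mean. These values argue against female controls as the whole cause of the SD effect. Of the genes of Fig. 3D, 13 were past the threshold in the joint fit without the term and 10 with it. The log2 fold change of Pglyrp1 with the term was 0.76 (standard error 0.19, adjusted p = 0.0149, with a range from 1.58e-06 to 0.092 over all alternatives). Of the 15 genes past the threshold in the fit of 6 libraries, H2-K1 (0.14) and H2-M3 (0.0938) were not past it in the joint fit even without the term. Cd163 was not past it without the term either (0.229), but was past it with the term (0.0121). For 4 others (Myd88, Jun, Tlr4 and Siglec1), which were past it without the term and not with it, SD and sex cannot be told apart, because the term leaves 7 residual degrees of freedom and rests on 4 libraries. With the term, their log2 fold changes in the joint fit went from 0.40 to 0.44 for Myd88 and from -0.47 to -0.41 for Jun. Those of Tlr4 went from -0.55 to -0.46 and those of Siglec1 from -1.10 to -0.62. The change of Myd88 was thus not smaller with the term, whereas that of Siglec1 shrank most. Marking any other choice of 2 controls per genotype in place of those with Xist gave 2512 to 3504 genes in wild-type mice. Of the genes of Fig. 3D it gave 6 to 10, so part of the loss comes with any such term. In the fits of 6 libraries of each genotype, marking any other pair of controls also left fewer genes than marking those with Xist.

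In AcPb-/- mice, which the paper does not report on, 5633 genes were past the threshold with SD, 2892 higher and 2741 lower. Of the 5186 genes called in wild-type mice, 5094 (98.2%) changed in the same direction and 3870 (74.6%) were also called in that direction, with 1 called in the opposite one. The controls of the genotypes are separate libraries, and r was 0.885 across genes, which are not independent replicates. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes in AcPb-/- mice, and likewise 1 in wild-type mice, where the other splits reached at most 2 genes (0 in AcPb-/- mice). With 10 splits the share is never under 0.1, so grouping by luck cannot be excluded by this test alone. Thinning every library to the smallest total left 4769 wild-type genes and removing trends with GC content and transcript length left 5257, which argues against depth or these trends as the whole cause. A sequencing batch that follows treatment cannot be told apart from SD. The lowest SD total was 1.41 times the highest control total, and the labels give no batch. An effect of SD is the explanation the design names, and a batch or a difference in sex stays open beside it.

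Between AcPb-/- and wild-type controls, 4 genes were past the threshold, all higher in libraries labelled AcPb-/-. Il1rap, the targeted gene, had a log2 fold change of 0.08 (standard error 0.06, adjusted p = 0.718), with 1156.8 ± 47.9 normalized counts in AcPb-/- and 1094.5 ± 14.4 in wild-type controls. AcPb is an isoform of Il1rap, so counts of the whole gene do not show whether it is lost. The 4 genes, which were chosen after their values were seen, were Tmem181b-ps (0.91), Erich5 (2.62), Nnt (0.77) and Gabra2 (1.01), each with an adjusted p of 0.0275. Gabra2 (chromosome 5, 70957597 to 71095849) had 2783 ± 501 in AcPb-/- and 1364 ± 55.7 in wild-type controls. Nnt (chromosome 13, 119335448 to 119408997) had 1259 ± 118.95 and 738 ± 48.5 and shares 46.1% of its 100-base stretches with another annotated gene of that name. Tmem181b-ps (chromosome 17, 6438524 to 6467022) had 7634 ± 1015 and 4034 ± 271 and shares 33.3% with other genes. Erich5 (chromosome 15, 34453305 to 34473892) had 62.8 ± 17.02 and 9.24 ± 1.89. Of the 28 alternatives, 19 called Gabra2, 18 Tmem181b-ps, 17 Nnt and 15 Erich5. The count depends on single libraries, with 168 genes without CTL-AcPb-KO replicate 03, 2 without CTL-AcPb-KO replicate 05 and 0 without any 1 of the other 4. Of the 10 splits, 2 gave as many genes. The other, which sets CTL-AcPb-KO replicate 03 with wild-type control replicates 01 and 02, gave 29 genes. Variants carried with the knockout locus would cluster on chromosome 16, and 0 of the 4 genes lie there, which argues against this explanation for them. A substrain difference between the genotypes may be another source. It would give the same difference after SD, where the log2 fold change of Gabra2 was 0.63 (standard error 0.13, adjusted p = 0.224) and that of Nnt 0.27. Tmem181b-ps had 0.59 there (standard error 0.12, adjusted p = 0.233) and Erich5 1.60 (standard error 0.52, adjusted p = 0.674). The difference between the comparisons was not past the threshold for any of the 4 genes (limma interaction, adjusted p = 0.986). The test thus leaves a substrain difference open, and differences between the genotypes and batches cannot be told apart for these genes. Female animals among the controls would need unequal numbers in the genotypes, but 2 of the 3 controls of each genotype had Xist. A term for Xist therefore cannot move these log2 fold changes, and with it in the 6 libraries the 4 genes stayed past the threshold. The equal numbers argue against female controls as the whole cause of these differences.

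After SD, 3 genes were past the threshold between AcPb-/- and wild-type mice, also chosen after their values were seen. Il1rap had 0.11 (standard error 0.07, adjusted p = 0.874), with 2703 ± 103 and 2503 ± 130 normalized counts. Size factors differ between the comparisons, so these counts are not on the scale of those given for controls. The log2 fold change of Il1rap with SD was 0.28 in wild-type and 0.32 in AcPb-/- mice. Bub1b (chromosome 2, 118598211 to 118641591) had 27.3 ± 7.89 in AcPb-/- and 219 ± 34.7 in wild-type mice, a log2 fold change of -2.98 (adjusted p = 0.00556). The noncoding 2610035D17Rik (chromosome 11, 113043895 to 113201838) had 360 ± 53.1 and 808 ± 8.62, a change of -1.18 (adjusted p = 0.0169). Dsp (chromosome 13, 38151294 to 38198577), which overlaps Gm10129 on the other strand, had 143 ± 59.6 and 13.6 ± 5.02, a change of 3.27 (adjusted p = 0.0302). In controls the changes were -1.76, -0.76 and 1.46. Of the 27 alternatives, 23 called Bub1b, 18 called 2610035D17Rik and 16 called Dsp. The count was 0 without SD-WT replicate 01 and 1 without SD-AcPb-KO replicate 03, and 1 of the 10 splits gave as many. DESeq2 called 97 genes. From Fig. 3D these included Jun (log2 fold change 0.53, adjusted p = 0.00224) and Trem2 (-0.59, adjusted p = 0.0139). The limma test called neither (adjusted p = 0.224 and 0.26). Of the 95 genes called by DESeq2 that have a position, 4 (Atp13a4, Gm20319, Tctex1d2 and Tfrc) lie within 10 Mb of Il1rap, among 202 of 17510 genes tested (Fisher's exact test, two-sided, p = 0.0243, and 0.194 adjusted over 8 tests). Among controls, 3 of the 92 genes with a position called by DESeq2 (Atp13a4, Cep19 and Tfrc) also lie within 10 Mb of Il1rap. Fisher's exact test, two-sided, gave p = 0.0987 there, or 0.263 adjusted over the 8 tests. Variants carried with the knockout locus may thus account for a few of the genes DESeq2 called, and the tests cannot decide it.

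In wild-type mice, 5 of the 21 lists of genes were past the threshold, all outside the genes the paper discusses. Of the 10 splits of the libraries, 5 gave as many lists and others reached up to 8, so the number of lists by itself is no evidence. Glucocorticoid-responsive genes had the lowest adjusted p, 1.54e-08 (camera), with a median log2 fold change of 0.72 and all 13 genes higher, 10 of them past the threshold (fry, adjusted p = 0.00327). Fkbp5 had 1.24, Zbtb16 1.06 and Sult1a1 1.52. Per1 is also among the circadian clock genes and Nfkbia among the genes of IL1 and TNF signaling. Chaperone and ER stress genes had an adjusted p of 1.04e-05 (fry, 0.0295), with a median of 0.42 and 14 of 15 genes higher, among them Calr (0.92) and Hspa8 (0.83). Both lists kept their call in all 17 alternatives (up to 0.00327 and 0.0295) and in AcPb-/- mice (2.65e-06 and 1.72e-07). With the term for Xist in the joint fit, the higher of the 2 adjusted p-values was 1.07e-06, which argues against female controls as the whole cause. A response to the handling during SD, to SD itself or to a batch stays open.

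Oligodendrocyte markers were lower, with an adjusted p of 0.000305 (fry, 0.0982), a median log2 fold change of -0.62, and 9 of 10 genes lower, 7 of them past the threshold. The call was kept in 15 of 17 alternatives and lost under fry, and in AcPb-/- mice the median was -0.29 (adjusted p = 0.507). With the term for Xist in the joint fit it was 3.6e-06, the lowest of a range up to 0.0982, which argues against female controls. A lower share of oligodendrocytes would lower all markers alike, but they spanned 1.20 on the log2 scale, from Ermn at 0.12 to Opalin at -1.08 (standard error of the difference 0.20). Mbp, the most abundant, had -0.01. The values argue against a lower share as the whole cause and leave a change of transcription within these cells, or a batch, open.

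Neutrophil markers were higher, with an adjusted p of 0.0159 and a median log2 fold change of 0.79 over 13 of 14 genes, all 13 higher and 4 past the threshold. With genes of at most 3 reads left out or set to their bound, the median was 0.67. Many of these genes have few reads in cortex, with 65.7 normalized counts of Lcn2 and 22.1 of S100a8 after SD, whereas Csf3r had 587.2 after SD and 403 in controls, far above the other markers. The call was kept in only 8 of 17 alternatives. Among its losses were those with an inter-gene correlation of 0.05 (0.055), genes with a mean of at least 10 as background (0.056), fry (0.0982), the term for Xist in 6 libraries (0.119) and without SD replicate 04 (0.148), over a range from 6.99e-13 to 0.287. It was lost in the joint fit without the term for Xist (0.129) as well as with it (0.287), so the term decides nothing and SD and sex cannot be told apart for this list. In AcPb-/- mice it was 0.0594.

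Cold-inducible RNA-binding genes were lower, with an adjusted p of 0.0275 (fry, 0.00327) and a median of -0.66 over the 2 genes of the list, Cirbp (-1.01, adjusted p = 9.18e-05) and Rbm3 (-0.32, adjusted p = 0.0822). The call was kept in only 9 of 17 alternatives. Among its losses were those with ranks of the statistic (0.155), genes with a mean of at least 10 as background (0.056), the log2 fold change as the statistic (0.128), the term for Xist in 6 libraries (0.18) and in the joint fit (0.0673), and without SD replicate 04 (0.102), over a range from 0.00327 to 0.18, so SD and sex cannot be told apart for it, and it was 0.0108 in AcPb-/- mice.

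The SD effect on Lbp differed between the genotypes when adjusted over the list alone (limma interaction, adjusted p = 0.03), with a log2 fold change of -0.55 in wild-type and 0.50 in AcPb-/- mice, a difference of 1.05 (standard error 0.26). Over all genes tested the adjusted p was 0.986, and Lbp was called in 0 of 24 alternatives there, with 839 genes at an unadjusted p under 0.05 in the limma interaction. Mean normalized counts were 110 ± 12.8 in wild-type controls, 75.7 ± 16.0 in wild-type mice after SD, 90.8 ± 12.8 in AcPb-/- controls and 129 ± 15.4 in AcPb-/- mice after SD. The real labels gave 0 genes, so all 100 exchanges of genotype labels within treatment gave as many by construction, which tests nothing. None of the technical explanations was tested for Lbp alone.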

How the results depend on the processing

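The alternatives to the choices of test, filter, threshold, adjustment and scaling, the replicate block and the leaving out of each library were set before the data were examined for SD in wild-type and AcPb-/- mice and for the genes of Fig. 3D, as were those to the test, background, statistic and threshold of the gene lists and to the test of the difference between genotypes. Chosen after the data were seen were the terms for libraries with Xist, the fit without the X and Y chromosomes, the pseudocounts, the fits without a variance trend, after thinning and after removing trends with GC content and transcript length, edgeR with its default filter, the further versions of DESeq2, the list alone, the joint fits, block and leaving out of libraries for the gene lists, the block, the leaving out of libraries and the z from the authors' SD comparisons for the difference between genotypes, the refit of genes with a mean normalized count of at least 10, and the alternatives for the comparisons of the genotypes. Unless a cause is given, the cause was not tested.

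In wild-type mice, 5186 genes were past the threshold. Stricter calls by construction left 2360 genes (1258 higher, 1102 lower) at an adjusted p under 0.01, 1534 (830 and 704) with the Benjamini-Yekutieli adjustment, and 1809 (793 and 1016) with an absolute log2 fold change of at least 0.5 as well. Without a variance trend there were 2536 (1308 and 1228), and with the term for libraries with Xist in 6 libraries 679 (388 and 291). The replicate block gave 0 genes (0 higher, 0 lower), with 6889 at an unadjusted p under 0.05. Replicate numbers pair only 2 controls with 2 SD libraries, and the fit then has 1 residual degree of freedom. The correlations of the paired libraries across genes were 0.109 for number 01 and -0.0866 for number 02, so the numbers were not used to pair the mice. Fits that each left out 1 library gave from 2699 genes, without control replicate 02, to 6222, without SD replicate 04, with 1435 to 3158 higher and 1264 to 3064 lower. Leaving out SD replicate 01 gave 2941 and SD replicate 02 gave 2836. The other alternatives, including DESeq2 (5375) and edgeR (5403), stayed within 1.5 times the 5186 genes. With an absolute change of at least 0.5, 43.8% of the genes were higher, against 51.9% without it.

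In AcPb-/- mice, 5633 genes were past the threshold. There were 2656 (1342 and 1314) at an adjusted p under 0.01, 1694 (840 and 854) with Benjamini-Yekutieli, 2215 (1019 and 1196) with a change of at least 0.5, 3608 (1785 and 1823) without a variance trend, 1672 (903 and 769) with the term for Xist in 6 libraries, and 0 (0 and 0) with the replicate block, where 4662 had an unadjusted p under 0.05. The paired libraries correlated at -0.147 (number 03) and -0.0115 (number 04). Leaving out 1 library gave from 3393 genes (without SD-AcPb-KO replicate 02) to 5412 (without SD-AcPb-KO replicate 03), with 1702 to 2783 higher and 1656 to 2629 lower. Without CTL-AcPb-KO replicate 04 there were 3417 and without SD-AcPb-KO replicate 04 there were 3575.

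Of the genes of Fig. 3D, 15 were past the threshold. There were 6 at an adjusted p under 0.01, 5 with Benjamini-Yekutieli, 8 with a change of at least 0.5, 9 without a variance trend, 0 with the term for Xist in 6 libraries (14 at an unadjusted p under 0.05) and 0 with the replicate block (15 at an unadjusted p under 0.05). Leaving out 1 library gave from 7 (without control replicate 02) to 13 (without SD replicate 04), with 9 without SD replicate 01 and 8 without SD replicate 02.

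Of the 21 gene lists, 5 were past the threshold. There were 3 with genes of a mean of at least 10 as background, 3 at an adjusted p under 0.01 and 3 with the replicate block (where the adjusted p was 0.0701 for oligodendrocyte markers, 0.0703 for neutrophil markers and 0.179 for cold-inducible genes), and from 3 (without SD replicate 04) to 6 (without control replicate 03) with 1 library left out. No gene had an SD effect past the threshold for a difference between the genotypes (0 of 20978, with 839 at an unadjusted p under 0.05). DESeq2 gave 1 gene, Polr2k, and leaving out 1 library gave from 0 to 9 genes, the 9 without CTL-AcPb-KO replicate 03 and 0 in the other 11 fits, with 595 to 1154 genes there at an unadjusted p under 0.05.

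Between AcPb-/- and wild-type controls 4 genes were past the threshold. The number was 0 at an adjusted p under 0.01 and with Benjamini-Yekutieli (1730 at an unadjusted p under 0.05 in both), 0 with a pseudocount of 10 (1784) and 0 after thinning every library to the smallest total (1678). It was 94 with DESeq2, 83 with DESeq2 adjusted over every gene with a p, 106 with DESeq2 at an alpha of 0.05, 8 with edgeR without a filter, 8 with all 4 groups in one fit, 7 in that fit with a term for Xist, 10 with the term in 6 libraries and 15 without a variance trend. Leaving out 1 library gave from 0 to 168 genes, with 168 without CTL-AcPb-KO replicate 03, 2 without CTL-AcPb-KO replicate 05 and 0 in each of the other 4 fits (1089 to 1737 at an unadjusted p under 0.05). A replicate block could not be fitted, since these groups share only number 03. After SD, 3 genes were past the threshold. There was 1 at an adjusted p under 0.01, 5 with genes of a mean of at least 10, 0 with Benjamini-Yekutieli (1265 at an unadjusted p under 0.05), 0 with the replicate block (2316; the paired libraries correlated at 0.209 and 0.217), 97 with DESeq2, 95 with DESeq2 adjusted over every gene with a p, 99 with DESeq2 at an alpha of 0.05, 9 with edgeR without a filter, 5 with all 4 groups in one fit and 17 without a variance trend. With 1 library left out there were from 0 (without SD-WT replicate 01, 937 at an unadjusted p under 0.05) to 4, and 1 without SD-AcPb-KO replicate 03.

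The direction of 4 genes reversed. Nod2 had a log2 fold change of -0.24 with the term for Xist in 6 libraries, -0.14 with the replicate block, -0.069 without control replicate 03 and -0.0082 after thinning, and ran from -0.069 to 0.32 with 1 library left out. Tlr6 had 0.12 without control replicate 01 and 0.07 without SD replicate 04, within -0.37 to 0.12. Il1a had -0.012 with the term for Xist in 6 libraries and -0.00240 without control replicate 02, within -0.00240 to 0.40. None of these 3 genes was past the threshold. Kdm5d had -0.014 in the joint fit with the term for Xist, which by construction takes up the difference between controls with and without Y-linked reads. Xist and Ddx3y, from which the term was made, were given no value with it. Over the 36 named genes and their alternatives, 770 of 1027 values kept direction and side of the threshold, 227 were weaker and 21 stronger. Over the 21 lists, 329 of 356 did, 19 were weaker and 8 stronger. Adjusting over every gene with a p was the same as the adjustment used, so it tests nothing.

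Pglyrp3, Pglyrp4 and Tnf had at most 7 reads in a wild-type library, and the changed genes of the simulation had more reads, so its recovery does not apply to them.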

Differences from the paper's values

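No value of the paper differed from the value computed here by more than the larger error and, for counts, by more than 1.5 times. The refit of genes with a mean normalized count of at least 10, the further versions of DESeq2, the term for Xist, edgeR with its default filter and the adjustment over the list alone were tests chosen only after the result was seen. The removal of trends with GC content and transcript length was chosen after the data were seen but before its own result. In wild-type mice the paper's counts are 5501 genes, 2864 upregulated and 2637 downregulated, and the values here are 5186, 2690 and 2496. None of the alternatives set before the data were examined gave exactly the paper's counts. The refit of genes with a mean of at least 10, chosen after seeing the values, gave 2637 downregulated genes, 2808 upregulated and 5445 in all.

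Fig. 3D marks Lbp and Cx3cr1 as significantly changed, whereas here their adjusted p-values were 0.055 and 0.0585. With DESeq2, both here and in the authors' deposited comparison, the adjusted p was 0.054 for Lbp and 0.0388 for Cx3cr1. The deposited comparison thus does not call Lbp either. Lbp (log2 fold change -0.55) was past the threshold over the genes with a mean of at least 10, with edgeR (with its default filter, without a filter and with RLE size factors), with all 4 groups in one fit, and without SD replicate 01. Cx3cr1 (-0.21) was past it over the genes with a mean of at least 10, with DESeq2 (as the default and at an alpha of 0.05), with edgeR with RLE size factors, in the joint fit with a term for Xist, without control replicate 03 and with trends of GC content and transcript length removed. In the refit of genes with a mean of at least 10, chosen after seeing the values, Lbp was past it. Adjusted over the list alone, both were past the threshold. Tlr4 is not marked in Fig. 3D, and here its adjusted p was 0.0438. With DESeq2 it was 0.057 and not past the threshold, within a range from 0.0189 to 0.459 over all alternatives.

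The paper and the sample labels describe the mice as male, whereas 2 of the 3 wild-type control libraries had 32698 and 39358 reads of Xist and at most 2 reads of the 4 Y-linked genes together. The paper states an average yield of 40 M reads for each sample. The mean of the wild-type totals on genes was 51.1 M, with medians of 37.4 M in controls and 64.1 M after SD. The paper gives n = 3 for SD, and the labels list 4 wild-type SD samples, of which 3 were analysed here.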

Other observations

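Chosen only after the result was seen were the division of the neutrophil test into neutrophils in the tissue and as the whole source of the Pglyrp1 rise, the tests of border macrophages, of reads moved between MHC class I genes and of striatal tissue, and the value that decided the test of microglia. The tests of blood in the tissue and of the other splits of the libraries were set earlier.

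Genes of Fig. 3D were compared with the other splits of the wild-type libraries. Of the 10 splits, 1, the real one, gave as many as 15 genes past the threshold, and the others gave 0. With 10 splits the share is never under 0.1.

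Neutrophils carry Pglyrp1 transcripts, and neutrophils in the tissue may contribute to its rise. The list of their markers had a median log2 fold change of 0.79 in wild-type mice, which leaves this open. As the whole source they would bring their abundant transcripts. S100a8, S100a9, Ngp and Camp together gained 42.1 normalized counts with SD (standard error 21.8), 32.8% of the 128.5 that Pglyrp1 gained (standard error 9.02), which argues against neutrophils as the whole source in wild-type mice. In AcPb-/- mice these 4 transcripts gained 253.4 against 109.8 for Pglyrp1 (231%). They had 22.62, 118.2 and 754.7 normalized counts in SD-AcPb-KO replicates 02, 03 and 04, and 35.7 to 62.01 in the controls. Pglyrp1 had 234.5, 270.1 and 263.5 in the same SD libraries. The gain of the 4 transcripts thus rests largely on 1 library and cannot decide the question in AcPb-/- mice. Blood in the tissue cannot be tested. Of the 5 red blood cell genes 1, Alas2, had reads (log2 fold change -0.050, adjusted p = 0.947), and the hemoglobin genes of the list had none.

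Trem2 and Cx3cr1 are microglia markers. A lower share of microglia would lower the other 19 markers of the list alike, but 3 of them rose past the threshold while 3 fell past it. This argues against a lower share as the whole cause. In the joint fit with a term for Xist 1 rose and 0 fell, so the evidence rests on the fit without the term. As a list, the 21 microglia markers, 2 of them in Fig. 3D, had a median of -0.12 (camera, adjusted p = 0.477), and 0.0108 in AcPb-/- mice. Cd163 and Siglec1 mark macrophages at the borders of the brain. A changed share of these cells would move both alike, but their log2 fold changes differed by 1.55 (standard error 0.32; 1.54 with the term for Xist). This argues only against a changed share as the whole cause of both changes. The 2 genes were compared after they were seen to move apart, and the other markers of the list were not used.

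H2-T23 and H2-T24 rose while H2-K1 and H2-M3 fell. Reads moved between these genes would leave the gain no larger than the loss, but the gain of 864.4 normalized counts was 2.65 times the loss of 326.4, and the 4 genes share 0 stretches of 100 bases with each other. The values argue against moved reads as the whole cause.

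Adora2a is a marker of striatal neurons, and striatal tissue in single control libraries may account for its fall. The other 7 markers of the list had a median of -0.19, 6 of them lower, which cannot decide it. Drd2 had 310.3, 126.1 and 35.74 normalized counts in control replicates 01, 02 and 03 and 61.7, 32.52 and 26.67 after SD. In SD-AcPb-KO replicate 04 Drd2 had 233.2, Adora2a 263.5 and the choroid plexus marker Ttr 15740, whereas Ttr had 10.29 to 274.6 in the other 5 AcPb-/- libraries.

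The other lists were not past the threshold in wild-type mice. Border macrophage markers had a median log2 fold change of 0.13 (camera, adjusted p = 0.797), endothelial markers 0.12 (0.599), astrocyte markers 0.04 (0.797), meningeal fibroblast markers -0.24 (0.142) and choroid plexus markers -0.16 (0.947), or -0.27 with a gene of at most 3 reads left out. Striatal neuron markers had -0.26 (0.236), immediate early genes 0.16 (0.599) and circadian clock genes -0.04 (0.93). With the term for Xist in the joint fit, striatal neuron markers (0.00227) and immediate early genes (0.00083) passed the threshold (over all alternatives from 0.000229 to 0.794 and from 2.26e-05 to 0.815). Striatal neuron markers also passed it without control replicate 03 (0.000229).

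In AcPb-/- mice Pglyrp1 had 256 ± 19.0 normalized counts after SD and 146 ± 35.4 in controls, a log2 fold change of 0.83 (standard error 0.18, adjusted p = 0.00992; 0.68 to 1.01 with each library left out). The difference from wild-type mice was 0.07 (standard error 0.21; limma interaction, adjusted p = 0.993). Of the 15 genes of Fig. 3D past the threshold in wild-type mice, 7 were also past it in AcPb-/- mice. Besides Pglyrp1 these were H2-T24 (0.98, adjusted p = 0.000444), Hspbp1 (-0.75, 0.000888), Trem2 (-1.17, 0.000925), Ssc5d (0.79, 0.00245), Nfil3 (0.61, 0.00392) and Myd88 (0.48, 0.0213). The other 8 were H2-T23 (0.23, 0.306), Cd163 (0.45, 0.312), Il18 (0.20, 0.068), H2-K1 (-0.57, 0.0554), H2-M3 (-0.60, 0.0895), Jun (-0.25, 0.104), Tlr4 (-0.33, 0.279) and Siglec1 (0.01, 0.983). Cx3cr1 (-0.37, 0.0128) was past it in AcPb-/- mice and not in the wild-type test of 6 libraries, and Lbp had 0.50 (0.063). Il1rap had 0.32 (adjusted p = 0.00694).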
